A study of Mus musculus with 11 samples. Its data were reported in "Type-I Interferon Signaling Is Essential for Robust Metronomic Chemo-Immunogenic Tumor Regression in Murine Breast Cancer" (2022).

How the data were processed

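RNA was sequenced from cultured 4T1 cells, a mouse mammary carcinoma line, in 11 libraries from 4 groups: vehicle control (2 libraries), 4HC (3), 4HC with an antibody against the type I interferon receptor subunit IFNAR1 (3), and IFNβ (3). 4HC is a hydroperoxide that yields the activated form of cyclophosphamide in culture without liver metabolism. Cells were given 5 uM 4HC for 4 h and collected 68 h later, at 72 h, and the antibody was present at 10 ug/mL throughout. IFNβ was given at 250 U/mL for 4 h. The labels of the IFNβ samples place collection 2 h after exposure while the protocol text of the same labels gives 68 h, and the sample labels were followed. The libraries of a group came from separate cultures per the labels.

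Per the labels, the libraries were poly(A)-selected and strand-specific, reads were mapped to the mouse build mm9 with TopHat2 and counted per gene with featureCounts, and pairs of groups were compared with edgeR. Versions of these tools, and whether the counting used the strand, are not given in the sources used here. Expression levels are mean FPKM (fragments per kilobase of gene per M reads, M being the mega prefix) that the authors computed over the libraries of a group. Each ratio is the authors' edgeR fold between a pair of groups, in the deposited table. Signed fold change is the authors' deposited restatement of that ratio, with a minus sign where the first group is lower. Each p-value is the authors' edgeR p adjusted for multiple testing over the rows of the deposited table. Among genes above 1 FPKM in both groups of a comparison (9525 to 10342 genes) the authors' log2 ratio differed from the log2 ratio of FPKM by a nearly constant amount (SD at most 0.00566), with a median of -0.19 for 4HC over control, -0.18 for 4HC with antibody over control, 0.02 for antibody over 4HC alone and -0.03 for IFNβ over control. These medians were taken as the scaling that the authors' edgeR runs added to library size, and each fold from the authors' deposited table is relative to it. The difference is larger for some genes with few reads, and the FPKM ratios given with counting intervals are not on the authors' edgeR scale.

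The table analysed here holds group means and comparisons, with no value for a single library. A count model, camera tests of gene lists and removal of single libraries had been designed before the data were examined and could not be run on it. In their place the authors' values were described, as laid down beforehand for a table of this kind. No SD, no count of samples that show a direction and no correlation across samples can be given. The authors' table compares 4 pairs of groups, and 4HC was set against IFNβ here by the difference of log2 ratios to control, with no test.

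The table has 24197 rows, of which 6007 were at 0 in all 4 groups. Gene names of 24079 rows were found in the mouse reference name tables, and 27 rows whose names had become dates were left out of gene lists and named genes. A gene was called at an adjusted p below 0.05 and a fold over 2. The study's further FPKM cutoff was run as an alternative, at 1 and at 0.5. Coordinates are the table's own, in mm9, and span the whole gene with exons, introns and UTRs. Where 2 overlapping spans were listed (Mx1, Cxcl11, Cdkn1a and Hsd11b1 among the genes named), the first was printed.

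The named genes follow a rule with 3 parts: the 8 largest and 8 smallest fold changes among calls of a comparison whose higher group reached 5 FPKM, up to 4 members with the smallest adjusted p from each gene list that passed its test, and 11 genes fixed in advance (Mx1, Cxcl10, Oasl1, Igtp, Rsad2, Cxcl11, Ifnb1, Ifnar1, Cd274, Cdkn1a and Mki67). A gene named outside this rule is said to have been chosen after its values were seen. The rule for the lists leaned on a test that could not be run, and was applied with the test that replaced it.

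25 gene lists were fixed with 621 members, of which Bim, Il28a, Il28b, Sc4mol and Tigar had no row under these names. The lists were antiviral interferon-stimulated genes (ISGs), interferon-inducible GTPases, MHC class I antigen presentation, nucleic acid sensing and interferon signalling, interferon ligands, chemokines and cytokines, NF-kB targets, p53 targets, mitosis, DNA replication, crosslink and homologous repair, histones, ribosome biogenesis, mRNA splicing, cytosolic ribosomal proteins, unfolded protein and integrated stress response, heat shock, cholesterol biosynthesis, hypoxia and glycolysis, YAP/TAZ targets, apoptosis and necroptosis, tumour receptors and checkpoint ligands, and markers of leukocytes, of fibroblasts and endothelium, and of mammary epithelium. After the table had been seen, camera was replaced by a comparison of the list's median log2 ratio with the medians of 10000 random lists of as many genes, matched on mean FPKM in 20 bins, over members above 0.5 FPKM in any group. A list is described as above or below matched random lists when its median lay outside their central 95%. About 1 unchanged list in 20 falls outside by chance, and genes within a list are not independent. The interferon ligand, leukocyte and fibroblast lists had too few members above 0.5 FPKM for this test. The mammary epithelium list also held the mesenchymal genes Vim, Cdh2, Fn1, Zeb1 and Snai2.

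The overlap of 2 lists of calls was set beside the product expected of independent lists, by Fisher's exact test (2-sided), and beside 100 simulated draws of unchanged groups that shared the 2 controls, with the largest changes called until there were as many genes as in the data. Genes are not independent replicates, so these p-values describe the table. The covariance of log2 ratios across genes was set beside its simulated value for unchanged groups, whose spread was taken from antibody over 4HC, since the spread of the controls could not be measured. The share of IFNβ-induced genes lowered by the antibody has a Wilson 95% interval. Induction left with antibody is the rise of FPKM over control with antibody as a percent of the rise with 4HC alone, on the scale of the authors' edgeR ratios.

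Depth was recovered from 1206 single-exon olfactory, vomeronasal and taste receptor genes spanning less than 1200 bp, whose FPKM falls on steps worth 1 read of a library. This gave 35.7 and 33.6 M reads for the control libraries, 39.3, 37.3 and 32.1 M for 4HC, 41.4, 38.4 and 38.2 M for 4HC with antibody, and 49.3, 42.0 and 34.6 M for IFNβ, in order of size and not of replicate number. Where a named gene had a few reads in the lower group, the FPKM ratio is given with an exact (Clopper-Pearson) 95% interval on reads inferred from these depths and from exon lengths of a GRCm38 annotation, which covers counting error alone.

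On simulated log2 ratios of known SD, 99.5% of 200 genes changed 4-fold were called. This checks the calling step and does not measure the power of the authors' edgeR tests. In other simulations 94 of 100 unchanged lists stayed inside the central 95%, and the shared-control covariance was recovered at 0.999 of its value. Unadjusted p-values were bounded by undoing the Benjamini-Hochberg adjustment over the rows of the table. Alternatives covered the FPKM cutoff, the fold cutoff, the adjusted p, library size scaling without the factor from the authors' edgeR runs, ratios centred on their median, and other scales of induction left. For calls under another scaling only the fold was rescaled. The authors' adjusted p was kept, so these genes were not tested again. Work was done in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.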

Results

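The expression of 24197 genes was compared in 4T1 mouse mammary carcinoma cells under 4 conditions: vehicle (2 libraries), the activated cyclophosphamide donor 4HC at 5 uM (3), 4HC with an antibody that blocks the interferon receptor subunit IFNAR1 (3), and IFNβ at 250 U/mL (3). The 4HC and control cells were collected at 72 h, and the IFNβ cells 2 h after a 4 h exposure by their sample labels. By the depths recovered from receptor genes, the libraries held between 32.1 and 49.3 M (mega) reads. These pooled to 69.4 M for control, 108.6 M for 4HC, 118.0 M for 4HC with antibody and 125.9 M for IFNβ. The study states a lower average depth for its cell culture libraries. Levels are the authors' mean FPKM per group, for which the table gives no spread between libraries. In all, 18190 genes were above 0 in at least 1 group and 10794 were above 1 FPKM. Genes above 0 numbered 14542 in control, 16811 with 4HC, 17062 with 4HC and antibody, and 15159 with IFNβ.

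The comparison of 4HC with control asked which genes the drug raised or lowered by 72 h. Interferon-stimulated genes, inflammatory chemokines and cytokines, and mitosis genes were mostly higher with 4HC than in control, and the lists of splicing and ribosome biogenesis had medians below matched random lists, with 13 of 40 and 11 of 34 genes called lower. Oas2, a double-stranded RNA-activated antiviral enzyme, went from 0.0192 FPKM (about 5.93 reads over both control libraries) to 5.99 FPKM, a rise of 267-fold in the authors' deposited table (adjusted p = 2.14e-47). Nos2, the inducible nitric oxide synthase, rose 92.9-fold in the authors' deposited table (adjusted p = 9.64e-125), from 0.0863 to 9.27 FPKM. Altogether 2215 genes rose and 569 fell by more than 2-fold at an adjusted p below 0.05 by the authors' edgeR test. Among genes above 1 FPKM these counts were 1074 and 479.

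The largest rises after Oas2 among genes that reached 5 FPKM were in the surface antigen Ly6a (136-fold), Nos2, the glucocorticoid-activating enzyme Hsd11b1 (49.1-fold), the acute phase gene Saa3 (45.7-fold), the growth factor Csf2 (41.5-fold), Bst1 (40.4-fold) and Serpinb9b (37.2-fold), each from the authors' deposited table. The largest falls among called genes that reached 5 FPKM were, in the authors' deposited table, in Snord53 (15.1-fold), Mir7024 (9.35-fold), Mir6910 (7.11-fold), Cdsn (6.40-fold), Mir6912 (5.40-fold), Mir7069 (5.33-fold), Prpf3 (4.68-fold) and Mir6986 (4.66-fold). Cdsn encodes a cell adhesion protein of cornified epithelium and Prpf3 a spliceosome component. The small RNA loci lie inside the host genes Wdr43 (Snord53), Nelfa (Mir7024), Ptbp1 (Mir6910), Scamp4 (Mir6912), Farsa (Mir7069) and Rce1 (Mir6986), so their reads cannot be assigned to a small RNA with certainty.

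Of 36 antiviral ISGs, 34 rose with 4HC and none fell. Their median log2 ratio was 3.16, above matched random lists (-0.34 to 0.12). Examples in the authors' deposited table are Oas3 at 21.3-fold higher (adjusted p = 2.12e-44) and Lgals3bp at 7.39-fold (2.66e-47). Oasl1 (chromosome 5, 115373248 to 115387920) rose 10.0-fold and Rsad2 (chromosome 12, 27127607 to 27141317), which encodes viperin, rose 20.2-fold in the authors' deposited table. Mx1 (chromosome 16, 97668641 to 97684513) had about 1 read in control, and its FPKM was 184-fold higher with 4HC (counting interval 32.9 to 7313). All 17 interferon-inducible GTPases, which act on vacuoles that hold pathogens, rose (median 3.30). Among them the authors' deposited table puts Tgtp2 at 27.4-fold, Gbp4 at 8.48-fold and Igtp (chromosome 11, 58013057 to 58021094) at 4.36-fold higher. In MHC class I antigen presentation, 6 of 19 genes rose (median 0.93), with H2-T23 at 4.80-fold and the immunoproteasome subunit Psmb9 at 5.60-fold in the authors' deposited table. In nucleic acid sensing and interferon signalling, 13 of 27 rose (median 0.80), among them the transcription factors Irf7 (27.1-fold) and Stat2 (6.36-fold) in the authors' deposited table.

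Of 23 chemokines and cytokines, 21 rose with 4HC (median 4.12). In the authors' deposited table the neutrophil chemokines Cxcl5 and Cxcl1 were 22.9-fold and 15.2-fold higher, and Il1a was 26.8-fold higher (adjusted p = 3.03e-119). The T cell chemokine genes Cxcl10 (chromosome 5, 92775664 to 92777915) and Cxcl11 (chromosome 5, 92788570 to 92792322) rose 9.05-fold and 27.5-fold in the authors' deposited table. Of 18 NF-kB targets, 6 rose (median 0.87), with Nfkbiz at 4.67-fold and Icam1 at 4.40-fold in the authors' deposited table. The interferon genes themselves stayed low. None of the 18 measured ligands passed 0.5 FPKM in any group, none was called, and Ifnb1 (chromosome 4, 88167928 to 88168698) was listed at 0 in all 4 groups. Ifnar1 (chromosome 16, 91485459 to 91510767), the receptor subunit the antibody binds, had 4.46 FPKM in control and 4.91 with 4HC and was not called.

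Of 30 mitosis genes, 28 rose with 4HC (median 1.85). In the authors' deposited table Ccnb2, which encodes a mitotic cyclin, was 7.04-fold higher, Hmmr 6.09-fold, and the proliferation marker Mki67 (chromosome 7, 142881470 to 142908062) 4.70-fold. DNA replication genes rose in 10 of 32 cases (median 0.33) and crosslink and homologous repair genes in 9 of 30 (median 0.72), with Rrm2 at 3.30-fold and Fanca at 2.68-fold in the authors' deposited table. Of 27 p53 targets, 2 rose and 1 fell, or 3 and 1 adjusted over the list alone, and the list's median of 0.09 lay inside matched random lists. Cdkn1a (chromosome 17, 29230716 to 29237667), which encodes the cell cycle inhibitor p21, was 1.87-fold higher in the authors' deposited table (adjusted p = 0.000981), under the 2-fold cutoff.

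Of 34 ribosome biogenesis genes 11 fell (median -0.74, below matched random lists of -0.48 to -0.04), with the nucleolar genes Fbl at 2.80-fold and Gar1 at 2.55-fold lower in the authors' deposited table. Of 40 splicing genes 13 fell (median -0.79, against -0.51 to -0.11), with U2af1 at 2.95-fold lower in the authors' deposited table. The cytosolic ribosomal proteins (3 of 38 fell, median -0.51), the unfolded protein and integrated stress response (4 of 20 fell, median -0.42) and heat shock (2 of 15 rose and 1 fell, median -0.24) lay inside matched random lists. So did histones (4 of 26 rose, median 0.60) and hypoxia and glycolysis (3 of 24 rose and 1 fell, median 0.14). The ribosomal RNA locus RN45S, chosen after its values were seen and a sign of how far poly(A) selection went, was lower too, at 1038 FPKM in control and 300 with 4HC, or 3.99-fold lower in the authors' deposited table.

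Rises were also found in cholesterol biosynthesis (3 of 23 genes, median 0.34), YAP/TAZ targets (2 of 18 rose and 1 fell, median 0.48), apoptosis and necroptosis (4 of 26, median 0.53), tumour receptors and checkpoint ligands (8 of 17, median 1.15) and mammary epithelial markers (7 of 24, median 0.47), and each list lay above matched random lists. The sterol sensor Insig1 (3.48-fold), the connective tissue growth factor gene Ctgf (6.43-fold), the inflammatory caspase gene Casp1 (4.16-fold), Lgals9 (10.1-fold) and the intermediate filament gene Vim (4.62-fold) are examples in the authors' deposited table. The mammary epithelial list also holds mesenchymal genes. Its 4 members with the smallest adjusted p were the mesenchymal genes Vim and Fn1 and the keratin genes Krt14 and Krt17. Its median therefore does not show a rise of epithelial genes as such. The gene Cd274 (chromosome 19, 29441927 to 29462584), which encodes PD-L1, was 1.49-fold higher (adjusted p = 0.0464) in the authors' deposited table, under the 2-fold cutoff. Altogether 16 of 22 lists tested lay outside matched random lists, 14 above and 2 below. With library size as the only scaling of the fold, 2613 genes rose and 302 fell at the authors' own adjusted p. Rises were then 89.6% of calls against 79.6%. The share was 60.8% at a fold over 1.5 and 54.6% without a fold cutoff.

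IFNβ was given alone to find which genes 4T1 cells raise in answer to type I interferon. Antiviral ISGs and GTPases were higher than in control by more than 4 on the log2 scale in the median, the lists of replication, repair and mitosis lay above matched random lists, and that of the integrated stress response lay below, with 8 of 20 genes called lower. Ifit1, a sensor of foreign RNA caps, rose 199-fold in the authors' deposited table (adjusted p = 2.34e-102), from 0.512 to 105 FPKM. In all, 1021 genes rose and 671 fell by the authors' edgeR test, and 738 and 407 among genes above 1 FPKM.

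The GTPase gene Gm12250 and Mx1 had about 1 read each in control, and their FPKM ratios of IFNβ to control were 1624 (counting interval 291 to 64172) and 1326 (238 to 52400). Iigp1, with about 4 control reads, had a ratio of 992 (387 to 3643). The next largest rises among called genes that reached 5 FPKM were, in the authors' deposited table, I830012O16Rik (582-fold), Mx2 (357-fold), the nucleotide kinase gene Cmpk2 (279-fold), Ifit1 and Cxcl11 (189-fold). The largest falls under the same limit were, in the authors' deposited table, Chac1 (10.5-fold), Ppp1r15a (10.1-fold), Trib3 (8.71-fold), Gadd45a (7.63-fold), Ddit3 (7.47-fold), Txnip (7.09-fold), Nupr1 (7.08-fold) and the clock gene Ciart (6.95-fold). Chac1, Ppp1r15a, Trib3 and Ddit3 are targets of ATF4 in the integrated stress response.

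With IFNβ, 34 of 36 antiviral ISGs (median 4.43) and all 17 GTPases (median 4.62) rose. Rsad2 was 136-fold, Usp18 184-fold, Oasl1 23.2-fold and Igtp 39.7-fold higher in the authors' deposited table. MHC class I genes rose in 10 of 19 cases (median 1.06) and sensing and signalling genes in 14 of 27 (median 1.64), with Tap1 at 9.06-fold and Dhx58 at 32.6-fold in the authors' deposited table. Chemokines and cytokines divided, with 6 of 23 up and 5 down (7 and 6 adjusted over the list alone), a median of -0.52 and a mean of 0.74. Cxcl10 rose 82.1-fold while Cxcl1 fell 2.66-fold and Il1a 2.33-fold in the authors' deposited table. Cd274 rose 4.30-fold (adjusted p = 1.55e-17 in the authors' deposited table). The NF-kB list had 1 of 18 genes up and a median of 0.02, inside matched random lists.

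Mitosis genes rose with IFNβ in 15 of 30 cases (median 0.99, above matched random lists of -0.22 to 0.19), DNA replication genes in 11 of 32 (0.82) and repair genes in 12 of 30 (0.91). Mki67 was 3.72-fold and Rad54l, a homologous recombination gene, 5.58-fold higher in the authors' deposited table. Of 15 heat shock genes 4 rose (0.78), led by Hspa8 at 8.45-fold (adjusted p = 4.31e-45 in the authors' deposited table). Of 23 cholesterol genes 7 rose (0.73), as did 4 of 18 YAP/TAZ targets (0.25). Of 20 stress response genes 8 fell (-0.79, against -0.27 to 0.21), including Atf4 at 3.29-fold and Atf3 at 5.21-fold lower in the authors' deposited table. Splicing genes fell in 7 of 40 cases (-0.31), and 5 of 27 p53 targets fell (-0.21, inside matched random lists). Ribosomal protein genes had no calls and a median of -0.29, below matched random lists, while ribosome biogenesis had 1 gene up and a median of 0.15, above them. In all 15 of 22 lists lay outside, 11 above and 4 below. With 1 control condition, the state of the control cultures cannot be separated from these differences.

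Comparing the genes raised by 4HC with those raised by IFNβ asks how much of the drug response is also made by interferon. Of the 2215 genes that rose with 4HC, 549 (24.8%) rose with IFNβ too, which is 53.8% of the IFNβ list. These included antiviral ISGs, GTPases and mitosis genes. Independent lists would share 130 genes (Fisher's exact p = 2.09e-237), while simulated unchanged groups sharing the 2 controls, made to call as many genes, shared 540 on average and 570 at most. That number follows from the correlation that shared controls give and is not what unchanged groups would share at the cutoffs used. Both treatments lowered 123 genes, against 22.0 for independent lists and 173 in the simulation. Genes up with 4HC and down with IFNβ numbered 69, against 85.6 for independent lists and 0.89 in the simulation (4 at most). Genes down with 4HC and up with IFNβ numbered 3, against 33.4 for independent lists and 0.1 in the simulation (1 at most). Above 1 FPKM, 337 genes (31.4% of those raised by 4HC) rose in both and 85 fell in both.

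Across 10734 genes above 1 FPKM the log2 ratios of 4HC and IFNβ to control had a Pearson correlation of 0.501 and a Spearman correlation of 0.433, where genes are not independent replicates. Simulated unchanged groups sharing the controls had a higher Pearson correlation, 0.599, and the same sign in 70.4% of genes against 65.2% here. Those simulated values follow from the numbers of libraries under equal spread, whatever the data are. They do not show that 4HC and IFNβ agreed less than unchanged groups would. The covariance was 0.386, with a bootstrap SD of 0.0261, against 0.0637 for the simulated unchanged groups, whose spread came from the 4HC groups because that of the controls was not measured. The libraries of the 2 controls could not be split between the comparisons, so a part of the overlap owed to them was not removed. RN45S had 1038 FPKM in control, 300 with 4HC and 338 with IFNβ, so that the mean of the shared controls stood apart from both. Set against IFNβ without a test, 4HC was lower in antiviral ISGs by a median log2 of -1.34 and in GTPases by -1.45, and higher in chemokines and cytokines by 4.06 and in mitosis genes by 0.83.

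**Figure D1:**
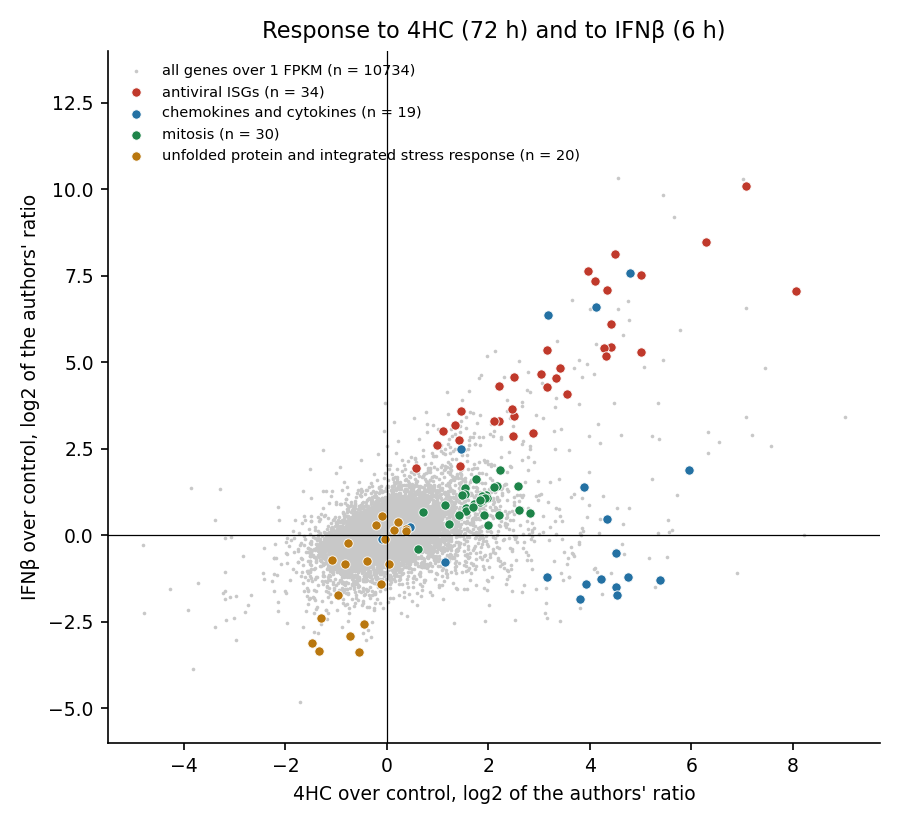
Each point is a gene above 1 FPKM, placed by the authors' log2 ratio of 4HC to control and of IFNβ to control, with members of 4 gene lists in colour. Antiviral ISGs lie far up on both axes (list medians 3.16 and 4.43) and most chemokines and cytokines lie up along the 4HC axis (4.12 against -0.52).

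Adding the IFNAR1 antibody to 4HC asked which of the drug's effects need the type I interferon receptor. No group was given the antibody alone or a control antibody, so effects of the antibody apart from the drug's induction were not measured. With antibody, ISGs were lower than with 4HC alone, while no NF-kB target and no mitosis gene was called lower. Oas2 fell 80.7-fold in the authors' deposited table (adjusted p = 1.88e-67), to 0.0724 FPKM, and Ifi44 fell 22.9-fold, to 0.751 FPKM against 0.711 in control. The authors' edgeR test called 88 genes lower and 5 higher. The 5 higher genes, Slc7a2, Otogl, Grpr, Wnk2 and Catip, were at or below 0.136 FPKM in all groups and were chosen after their values were seen. Above 1 FPKM, 75 genes were lower and 0 higher by edgeR. At an unadjusted edgeR p below 0.05, at least 470 genes were lower and 506 higher without cutoffs on FPKM or fold. A cutoff of 0.05 passes that share of unchanged genes by chance, and 18190 genes were above 0 in a group.

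After Oas2 and Ifi44 the strongest falls among called genes that reached 5 FPKM were, in the authors' deposited table, in Irf7 (14.4-fold), the deconjugase gene Usp18 (13.3-fold), Oas1a (12.3-fold), Oas1g (10.8-fold), Oas3 (9.60-fold) and Phf11d (7.62-fold). Of 36 antiviral ISGs, 33 fell (median -2.20, below matched random lists of -0.06 to 0.04), and of 17 GTPases 12 fell (-1.51). Igtp fell 5.06-fold, Oasl1 2.52-fold and Rsad2 2.95-fold in the authors' deposited table. In sensing and signalling 7 of 27 genes fell (-0.25) and in MHC class I presentation 2 of 19 (-0.43), with Irf9 at 3.16-fold, H2-T23 at 2.79-fold and Tap1 at 2.14-fold lower in the authors' deposited table. Of 23 chemokines and cytokines 3 fell, and the list's median of -0.03 lay inside matched random lists. Cxcl11 and Cxcl10 fell 3.76-fold and 2.12-fold (adjusted p = 8.03e-07 and 0.0383), while Cxcl1 had a ratio of 1.23-fold higher (0.0913) in the authors' deposited table. None of the NF-kB targets (median -0.01) or mitosis genes (0.08, above matched random lists of -0.08 to 0.02) was called. Mki67 was 1.22-fold higher with an adjusted p of 0.210 in the authors' deposited table. Histones (-0.17), ribosome biogenesis (-0.09), the stress response (-0.15) and apoptosis genes (-0.10) lay below and cholesterol biosynthesis (0.07) above matched random lists with no gene called.

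Of the 88 genes lowered, 85 had risen with 4HC and 86 with IFNβ. With antibody 39 were still higher than control and 49 were not called against control. The 2 that IFNβ had not raised were Ifi27, which fell 3.82-fold in the authors' deposited table (adjusted p = 7.83e-51), and Ifi27l2a, listed at 0 in control, both chosen after their values were seen. Of the 1021 genes raised by IFNβ, a list that owes nothing to the 4HC libraries, the antibody lowered 133 at any fold (13.0%, Wilson interval 11.1 to 15.2) and raised 1. The controls took part in choosing that list, so some of the 1021 may reflect the state of the controls. Of the 549 genes raised by both agents it lowered 107 (19.5%, 16.4 to 23.01), though the 4HC libraries took part in choosing them. The share was 5.54% (26 of 469) for genes raised by IFNβ and not called with 4HC, and 0.188% (3 of 1597) for genes raised by 4HC and not called with IFNβ. Above 1 FPKM the antibody lowered 124 of 738 IFNβ genes (16.8%).

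The 34 antiviral ISGs raised by 4HC kept a median of 10.8% of their induction with antibody (quartiles 4.12 and 18.6), while all 549 genes raised by both agents kept a median of 96.2% (62.4 and 111). Irf7 kept 3.37%, Usp18 4.56%, Mx1 11.2%, Cxcl11 23.9%, Rsad2 30.4%, Oasl1 33.0% and Cxcl10 40.6%, while Igtp stood at -4.13%. GTPases kept a median of 27.2% (17 genes), sensing genes 25.6% (13) and MHC class I genes 58.4% (6). Chemokines and cytokines kept 99.4% (21 genes), NF-kB targets 107% (6) and mitosis genes 108% (28). On the scale of log2 ratios the antiviral ISGs kept 28.3%.

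**Figure D2:**
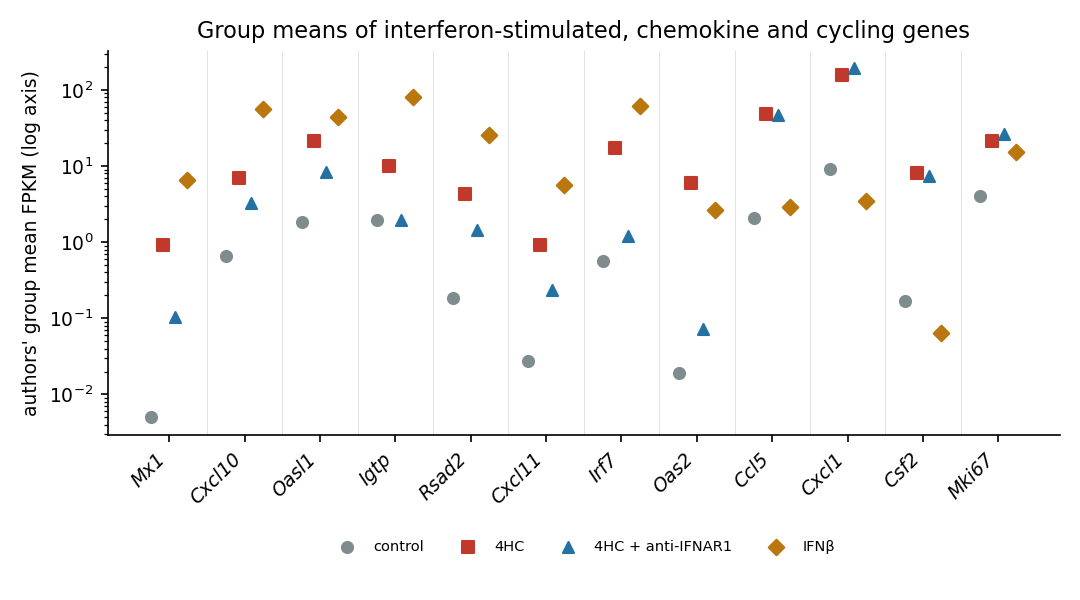
Points give the authors' mean FPKM of 12 named genes in the 4 groups on a log axis, with no error bars because the table holds no value per library. Igtp went from 1.98 FPKM in control to 9.95 with 4HC and 1.94 with 4HC and antibody, and Mki67 from 4.03 to 21.6 and 26.0.

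The comparison of 4HC with antibody against control shows what the drug changed with the receptor blocked, together with any effect of the antibody itself. The lists of chemokines and cytokines, NF-kB targets and mitosis lay above matched random lists, with 20 of 23, 6 of 18 and 28 of 30 genes called higher. Those of ribosome biogenesis and splicing lay below, with 13 of 34 and 14 of 40 genes called lower. RN45S was at 284 FPKM, against 1038 in control. The authors' edgeR test called 2420 genes higher and 764 lower (1147 and 658 above 1 FPKM), of which 1964 and 501 were also called with 4HC alone. The largest rises among called genes that reached 5 FPKM were, in the authors' deposited table, in Nos2 (84.1-fold), Hsd11b1 (50.5-fold), Saa3 (48.0-fold), Bst1 (39.7-fold), Csf2 (37.9-fold), the collagenase gene Mmp13 (37.9-fold), Serpinb9b (37.2-fold) and Mgp (32.2-fold). The largest falls under the same limit were, in the authors' deposited table, in Mir7024 (10.1-fold), Cdsn (7.08-fold), Snord53 (6.86-fold), the mitochondrial tRNA ligase gene Lars2 (5.49-fold), Snora7a (4.93-fold), Mir6958 (4.92-fold), Prpf3 (4.87-fold) and Mir6910 (4.26-fold). Snora7a and Mir6958 lie inside Rpl32 and Dennd6b.

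With antibody 16 of 36 antiviral ISGs remained higher than control (17 adjusted over the list alone, median 0.97), and 10 of 17 GTPases did (1.77). Oasl1 was 3.98-fold and Rsad2 6.85-fold higher in the authors' deposited table, and Mx1, with its 1 control read, had an FPKM ratio of 20.9 (counting interval 3.56 to 859). Igtp was 1.16-fold lower with an adjusted p of 0.763 in the authors' deposited table. Medians were 3.88 for chemokines and cytokines, 0.83 for NF-kB targets and 1.91 for mitosis, against 4.12, 0.87 and 1.85 without antibody. Cxcl1 was 18.6-fold, Il1a 26.9-fold and Mki67 5.71-fold higher in the authors' deposited table. The medians of ribosome biogenesis and splicing were -0.80 and -0.87, with Fbl at 3.19-fold and U2af1 at 3.23-fold lower in the authors' deposited table. As with 4HC alone, 16 of 22 lists lay outside matched random lists, 14 above and 2 below. With library size as the only scaling of the fold, 2763 genes rose and 441 fell at the authors' own adjusted p. That was 86.2% rises against 76.0%, while the share was 53.9% without a fold cutoff.

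**Figure D3:**
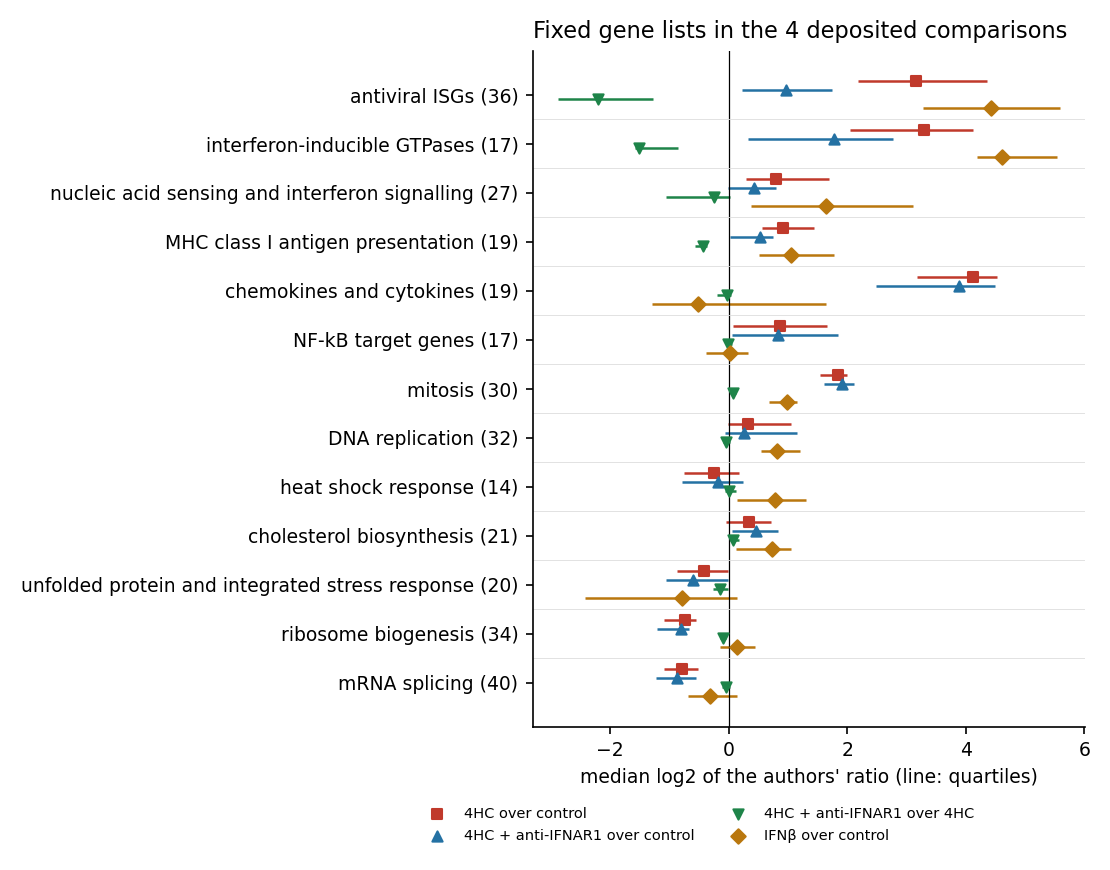
Points are the median log2 ratio of 13 gene lists in the 4 comparisons, lines span the quartiles of their members, and the members above 0.5 FPKM are counted in brackets. Antiviral ISGs and GTPases fall with antibody over 4HC (-2.20 and -1.51), while mitosis (0.08) and chemokines and cytokines (-0.03) stay near 0.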

Values the study reported

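The study counted genes as responsive at an adjusted p below 0.05, a fold change above 2 and an FPKM cutoff between 0.5 and 1.0. In 4T1 cells it reported 1,043 genes induced by 4HC, of which 388 (37%) also responded to IFNβ. It reported 85 genes that both 4HC and IFNβ suppressed. In both tumour lines that were examined, 110 genes responded to 4HC and to IFNβ, and the receptor antibody reduced the response of 97.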

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

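Alternatives chosen after the table had been seen were the 0.5 FPKM cutoff, the adjusted p of 0.01, median-centred ratios, the covariance over genes above 5 FPKM, and the random lists with their matching and their 1 FPKM cutoff. Of 89 alternative values for 14 main results, 53 stayed within bounds, which were 1.5 times the main value for a count and its spread or interval for the covariance, the share and induction left, while 36 moved further. Counts and the share cannot change sign by construction. A reversal was possible for the covariance and induction left alone, and 0 of these values reversed. A stricter or looser cutoff moves a count by its construction, and for the scaling alternatives and the covariance the cause was not tested.

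Above 1 FPKM, counts were 1074 genes up with 4HC, 407 down with IFNβ, 1147 up with 4HC and antibody over control, 337 up with both agents and 0 up with antibody over 4HC. Above 0.5 FPKM, 1324 genes rose with 4HC, 1428 with 4HC and antibody and 0 with antibody over 4HC. Without a fold cutoff, 3538 genes rose and 2941 fell with 4HC, 2280 rose and 1921 fell with IFNβ, 3859 rose and 3297 fell with 4HC and antibody, 16 rose and 152 fell with antibody over 4HC, and 1146 rose and 924 fell with both agents. At a fold over 1.5, 2022 fell with 4HC, 1930 rose and 1466 fell with IFNβ, 2252 fell with 4HC and antibody, 8 rose with antibody over 4HC, and 952 rose and 505 fell with both agents. At an adjusted p below 0.01, 2 rose with antibody over 4HC. With library size as the only scaling of the fold, and the authors' adjusted p kept, 302 fell with 4HC and 441 with 4HC and antibody. The share of IFNβ-induced genes lowered by the antibody was 16.8% above 1 FPKM, 15.6% above 0.5 FPKM, 6.18% for an IFNβ list without a fold cutoff, 7.05% at a fold over 1.5, and 8.42% with the 2-fold cutoff on the antibody comparison. The covariance was 0.422 above 0.5 FPKM. Induction left was 28.3% as a ratio of log2 ratios and 96.2% over all genes raised by both agents. Of the named genes, library size scaling put Rbm39 (4HC and IFNβ), Ddit3 and Atf4 (4HC with antibody over control) under 2-fold, and median-centring did so for Ddit3.

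No paired analysis was possible because the table holds 1 mean per group. For that reason the other planned choices were not run: DESeq2 size factors, upper quartile scaling, other low-count filters and pseudocounts, DESeq2, exact, voom and glmTreat tests, a single fit over 4 groups, a replicate block under either numbering of the controls, leaving out libraries, fry and camera with an estimated correlation, and a direct test of 4HC against IFNβ. Depth limited genes with a few control reads, whose ratios have wide counting intervals (33.1 to 7363 for Gm12250 with 4HC).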

Other observations

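The tests of patterns below were chosen after the result was seen, except those of residual interferon and of a route that does not use the receptor. Genes named anywhere in this part that fall outside the naming rule were chosen after their values were seen. Many genes raised by both agents were not lowered by the antibody: 442 of 549, with a median log2 of antibody over 4HC of 0.02. The 442 held 15 mitosis, 9 DNA replication and 6 repair genes and 1 antiviral ISG, whereas the 107 genes lowered held 31 antiviral ISGs, 16 GTPases, 9 sensing genes and 4 chemokines and cytokines. Among the most induced of the 442 at 5 FPKM or more with 4HC were Nppb, which encodes a natriuretic peptide (33.4-fold with 4HC and 29.3-fold with IFNβ in the authors' deposited table), and Krt14, a basal epithelial keratin gene (5.47-fold and 12.0-fold). Ctgf and Mcam rose 6.43-fold and 7.09-fold with 4HC and 6.56-fold and 5.68-fold with IFNβ in the authors' deposited table.

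Of 18 leukocyte markers 3 rose with 4HC (2 adjusted over the list alone) and 2 fell with IFNβ, and 1 passed 0.5 FPKM, the lysosomal gene Cd68, at 2.52 FPKM in control and 8.46 with 4HC, 2.94-fold higher with 4HC in the authors' deposited table. The pan-leukocyte gene Ptprc was listed at 0 in control and at 0.00699 FPKM with 4HC. Of 16 fibroblast and endothelial markers 6 rose with 4HC and 7 with 4HC and antibody, and 1 passed 0.5 FPKM, the growth factor receptor gene Pdgfra, at 0.496 FPKM in control and 3.38 with 4HC. The ribosomal RNA locus RN45S, which poly(A) selection should remove, had 1038 FPKM in control, 300 with 4HC, 284 with 4HC and antibody and 338 with IFNβ, and was 3.99-fold lower with 4HC in the authors' deposited table (adjusted p = 7.18e-10).

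Mitosis genes were higher than control with 4HC and with IFNβ, a pattern in which the same 2 control libraries take part. The control mean also stood apart in RN45S (1038 FPKM against 300 and 338), with no value to show whether both libraries did. In 4HC over IFNβ, where the control drops out, the mitosis median was 0.827 (quartiles 0.711 and 0.896), higher with 4HC. These groups also differ in collection time (72 h against 2 h after a 4 h exposure). The study's methods give them different numbers of seeded cells as well. The contrast therefore cannot exclude a slower-cycling control culture as the whole of the rise with 4HC. Signalling through IFNAR1 as the rise with 4HC is argued against by a median of 0.0791 for antibody over 4HC (quartiles 0.0266 and 0.126). For the rise with IFNβ a slower-cycling or more crowded control may contribute, as stress response genes were lower with IFNβ (median log2 -0.790, random lists -0.27 to 0.21), but IFNβ itself and the state of the control cannot be told apart with 1 control condition.

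After 4HC 2517 genes listed at 0 in control were above 0, and 1141 genes at most 1 FPKM were called higher. Deeper sequencing was set against the IFNβ libraries, which held more reads in all by the recovered depths and gained 1145 such genes, a ratio of 2.20. The IFNβ libraries also had fewer stray reads in the silent receptor genes. The mean of these genes was 0.000313 FPKM with IFNβ, 0.000716 with 4HC and 0.000650 in control. The ratio therefore mixes depth with stray reads and cannot exclude deeper sequencing. A uniform background of stray reads as the whole of the gain is argued against by 1190 receptor genes at 0 in control. At their read density with 4HC, 952 of 7932 other genes at 0 in control would be above 0, or 1198 at the upper 95% limit for independent reads, and 2372 were, 1.98 times that limit. A background may account for part of the gain. Of the 1141 genes, 985 were also called with 4HC and antibody and 180 with IFNβ. These comparisons use the same 2 controls, in which the genes were low, so their agreement is not independent. As a hypothesis, 4HC may raise transcripts of many weakly expressed genes, for which no separate biological test was run.

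The antibody left different parts of the induction in different ISGs, such as Oas2 at 0.870% and Oasl1 at 33.0%. Of 26 antiviral ISGs above 5 FPKM with 4HC, 8 lay within 3 propagated errors (median error 2.18 percentage points) of the median. If that error holds, this argues against an unblocked fraction common to all ISGs. The error came from the spread of antibody over 4HC across genes above 5 FPKM in both groups. It was not measured for single ISGs or for the controls, and may be too small for ISGs with few reads in control or with antibody. Residual interferon acting on genes of different sensitivity could leave more induction in genes that IFNβ raises more, and across 46 ISGs Spearman's rho was -0.0278 (permutation p = 0.854, adjusted 0.867, Pearson -0.140). A route after 4HC that does not use the receptor could leave more in genes that 4HC raises more than IFNβ does, and rho was 0.0255 (permutation p = 0.867, Pearson 0.171). The 4HC ratio divides the one quantity and adds to the other, which pulls this rho down, so it cannot decide on that route. Neither could be told from 0 across genes, which are not independent replicates, so these tests leave both open. Igtp kept -4.13%, Oasl1 33.0% and Cxcl10 40.6% of the induction. By qPCR the paper found Igtp fully blocked and the other pair partly, and concludes that this pair can also arise without type I interferon. It also reports full blocking of the response to a double-stranded RNA analogue in these cells. For the former of the pair it allows that the antibody may fall short at the highest IFNβ dose.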
